# Linear Energy Transfer-Dependent Change in Rice Gene Expression Profile after Heavy-Ion Beam Irradiation

**DOI:** 10.1371/journal.pone.0160061

**Published:** 2016-07-27

**Authors:** Kotaro Ishii, Yusuke Kazama, Ryouhei Morita, Tomonari Hirano, Tokihiro Ikeda, Sachiko Usuda, Yoriko Hayashi, Sumie Ohbu, Ritsuko Motoyama, Yoshiaki Nagamura, Tomoko Abe

## Abstract

A heavy-ion beam has been recognized as an effective mutagen for plant breeding and applied to the many kinds of crops including rice. In contrast with X-ray or γ-ray, the heavy-ion beam is characterized by a high linear energy transfer (LET). LET is an important factor affecting several aspects of the irradiation effect, e.g. cell survival and mutation frequency, making the heavy-ion beam an effective mutagen. To study the mechanisms behind LET-dependent effects, expression profiling was performed after heavy-ion beam irradiation of imbibed rice seeds. Array-based experiments at three time points (0.5, 1, 2 h after the irradiation) revealed that the number of up- or down-regulated genes was highest 2 h after irradiation. Array-based experiments with four different LETs at 2 h after irradiation identified LET-independent regulated genes that were up/down-regulated regardless of the value of LET; LET–dependent regulated genes, whose expression level increased with the rise of LET value, were also identified. Gene ontology (GO) analysis of LET-independent up-regulated genes showed that some GO terms were commonly enriched, both 2 hours and 3 weeks after irradiation. GO terms enriched in LET-dependent regulated genes implied that some factor regulates genes that have kinase activity or DNA-binding activity in cooperation with the *ATM* gene. Of the LET-dependent up-regulated genes, *OsPARP3* and *OsPCNA* were identified, which are involved in DNA repair pathways. This indicates that the Ku-independent alternative non-homologous end-joining pathway may contribute to repairing complex DNA legions induced by high-LET irradiation. These findings may clarify various LET-dependent responses in rice.

## Introduction

Rice is one of the most important cereal grains consumed as a staple by over half of the world’s population. Many rice varieties have been produced through mutation breeding. For example, among the 3226 mutant varieties listed on the FAO/IAEA Database (http://mvgs.iaea.org/AboutMutantVarities.aspx), 814 (approximately 25%) are of rice (as of Feb. 2016).

The heavy-ion beam, a type of ionizing radiation, is an effective mutagen that has been used in genetics and mutation breeding in plants and microorganisms. The heavy-ion beam has advantages for mutation breeding, such as high mutation frequencies, wide phenotypic spectrum, and a minimum effect on the non-targeted trait [1, 2]. Hence, mutants induced by heavy-ion irradiation become new cultivars. In Japan, over 40 cultivars have been produced using heavy-ion irradiation. One successful example is a reduced cadmium uptake mutant bred from a major Japanese rice cultivar, Koshihikari [3].

The heavy-ion beam deposits its energy into a highly dense region along the particle path, whereas X-rays or γ-rays deposit their energy separately. Thus, the heavy-ion beam applies a large amount of energy in a small area, when scaled along the direction of the beam. The deposited energy per unit pass length is designated as linear energy transfer (LET). Thus, the heavy-ion beam is called high-LET radiation. The LET of γ-rays is 0.2 keV μm^-1^, while that of heavy-ion beams varies depending on the valency or velocity of the ions.

The LET affects many aspects of the irradiated cells, including cell-death, and mutation induction. In animal cells, about 100 keV μm^-1^ of LET is most effective for both cell-death and mutation induction [4]. For dry seed irradiation of the model plant, *Arabidopsis thaliana*, the most effective LETs on killing and mutation induction are around 290–400 keV μm^-1^ [5–7] and 30.0 keV μm^-1^ [5, 8, 9], respectively.

The effect of LET on inducing double strand break (DSBs) has been simulated using Monte Carlo calculations [10]. The effect on the deletion induction increases up to an LET value of around 100 keV μm^-1^. In contrast, the mutation frequency increases abruptly and peaks at a particular LET value [5, 8]. Low mutation frequency produced by higher-LET irradiation is likely due to fewer irradiated particles. Because the dose is proportional to the product of the LET multiplied by the number of ion particles, the number of particles in higher-LET radiation is lower than that of lower-LET at the same dose. However, the mechanism between LET and the corresponding mutation frequency is still unknown.

One possibility in discovering this mechanism is to investigate the gene expression profile. In plants, the change in the gene expression profile after irradiation of ionizing radiation has been studied [11]. In rice, one study investigated the dose-dependent change of the gene expression profile after irradiation of a carbon-ion beam with a microarray experiment and revealed that the number of genes whose expression level changed was dose-dependent immediately after irradiation; the genes involved in signal transduction showed the highest change in their expression level [12]. Other microarray studies investigating gene expression responses to γ-ray irradiation and six other abiotic stresses revealed these genes to be up-regulated specifically by the γ-ray irradiation, and many of these genes functioned in oxidative stress response [13]. These studies successfully identified the genes responding to ionizing radiation using microarray analysis. However, the LET effect on the gene expression profile has not been investigated.

In this study, we focused on the effect of LET on gene expression profiles at the same dose by using the well-developed rice array platform [14]. This project aims to build a molecular framework for future research on the relationship between LET and biological response.

## Materials and Methods

### Plant materials and heavy-ion beam irradiation

*Oryza sativa* L. ‘Nipponbare’ seeds were imbibed for 3 days. ^12^C^6+^ ions and ^20^Ne^10+^ ions were accelerated up to 135 MeV nucleon^-1^ using an azimuthally varying field cyclotron and RIKEN Ring Cyclotron at the RIKEN RI Beam Factory. The seeds were arranged in a single layer in a plastic petri dish. A part of the imbibed seeds were used as un-irradiated controls. Then the remaining seeds were irradiated with 22.5 or 50 keV μm^-1^ C-ion or with 63 or 80 keV μm^-1^ Ne-ion at a dose of 15 Gy. The LETs were calculated on the surface of the seeds. The numbers of particles hitting an area of 10 μm^2^ on the surface of the seeds were calculated as previously described [8], to be 416, 187, 149, and 117 for 22.5-,50-, 63-, and 80keV μm^-1^ beams, respectively.

### Microarray analysis

Embryos sampled from both the irradiated and un-irradiated seeds at 0.5, 1, and 2 hours after heavy-ion beam irradiation were immediately frozen in liquid nitrogen. Total RNA was isolated using the RNeasy Plant Mini Kit (Qiagen, Tokyo, Japan) and labelled using the Quick Amp Labeling Kit (Agilent Technologies, Tokyo, Japan) according to manufacturers' instructions. Gene expression profiles were generated using a rice 4×44K microarray RAP-DB (Agilent Technologies; G2519F#15241, Tokyo, Japan) according to the manufacturer instructions. Each experiment was performed three times. Gene expression profiles were analysed on a Subio Platform (ver. 1.15; Subio, Kagoshima, Japan). Expression data with a raw intensity less than 30, or with the flag ‘gIsWellAboveBG’ set at 0 for all samples in each analysis were excluded. The data was normalized using the ‘Profiling’ pre-set scenario, which consists of four processes: the ‘Low Signal Cutoff’ with the ‘Cutoff’ value of 1.0 and the ‘Replace’ option, the ‘Log Transformation’ with the ‘Base 2’ option, the ‘Global Normalization’ with the ‘Percentile’ value of 75, and the ‘Centering’ with the ‘Mean’ option. Expression data of three replicates (samples irradiated with the same LET plus un-irradiated control and sampled at the same time) were grouped in one ‘Sample Group’. Expression data of two sample groups were compared using a ‘Compare 2 Groups’ plug-in. Genes showing more than two-fold change (FC > 2 or 0.5) using the Student’s t-test (p < 0.05) in expression level were classified as significantly up- or down-regulated genes, respectively. NCBI GEO accession numbers is GSE78998 (subseries GSE78997 is for analysis of temporal change in gene expression profile; GSE78994 is for analysis of difference in gene expression profile depending on LET).

### Singular Enrichment Analysis (SEA)

Gene locus names used in the microarray originate from the Rice Annotation Project Database, and those in a gene group used for SEA were converted to the MSU Rice Genome Annotation Project on the OryzaExpress web-based software (http://bioinf.mind.meiji.ac.jp/OryzaExpress/ID_converter.php). Genes not having the MUS locus name were excluded from the analysis. SEA was conducted using the agriGO web-based software (http://bioinfo.cau.edu.cn/agriGO/analysis.php) [15]. It was executed with the ‘Select the species’ option set to ‘*Oryza sativa*’, the ‘Select reference’ option set to ‘Rice TIGR locus’, and other ‘Advanced options’ kept at default values.

## Results

### Temporal change in gene expression profile

We treated *O*. *sativa* imbibed seeds with a carbon-ion beam at two different LETs (22.5 and 50 keV μm^-1^), then sampled the seeds 0.5, 1, and 2 hours after irradiation and conducted microarray analysis. We counted the number of significantly up- or down-regulated genes (FC > 2 or < 0.5, and p < 0.05) (Table 1). Of the three time points, the number of genes altering their expression levels was the lowest and highest 0.5 and 2 hours after irradiation with both LETs, respectively.

**Table 1:** Number of genes showing significant change in expression level after carbon-ion irradiation.

LET (keV μm^-1^)		0.5 h^a^	1 h^a^	2 h^a^
22.5	Up-regulated	113 (131)	207 (242)	593 (730)
	Down-regulated	142 (158)	226 (286)	628 (804)
50	Up-regulated	61 (74)	335 (407)	1082 (1355)
	Down-regulated	75 (82)	318 (380)	787 (952)

Figures in parentheses indicate number of probes.

^a^Hour(s) after irradiation.

Ionizing radiation causes DSBs to some extent, which results in mutations if they are not correctly repaired. Irradiation of *A*. *thaliana* with 25 Gy of γ-ray resulted in DSBs as detected by immunostaining γ-H2AX [16]. Approximately 50% and 70% of γ-H2AX foci were removed following 30 min and 3 h, respectively, after irradiation. Thus, expression profiles of DSB-repair related genes can be used to investigate whether the profiles reflect the influence of irradiation. Of the known DNA repair genes in rice (S1 Table) [17–22], five genes involving homologous recombination (HR) and *OsMSH5* showed an increased expression level over time (Table 2). However, the *RecQ* homolog and *OsRPA70b* showed a decreased expression level over time (Table 2). A gene coding a heavy metal transport/detoxification protein (Os02g0818900) that was reported as an ionizing radiation (IR) indicator [12] also showed increased expression level at all three time points for both LETs. This was especially at 2 hours after irradiation, where the expression levels were more than 100 times higher than that of the control. These results indicate that this microarray analysis reflects the response of the gene expression profile to heavy-ion beam irradiation.

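At 2 hours after irradiation, this gene was measured on 3 arrays of embryos irradiated with 15 Gy at each LET and on 3 arrays of un-irradiated embryos, which also served for the comparison between LETs. The arrays of the other time points were not analysed here. Os02g0818900 has 1 probe on the array. Its log2 signal, relative to the 75th percentile of the signals of the same array, was -6.07 ± 0.24 (SD, n = 3) in the un-irradiated embryos, where it was well above background on all 3 arrays. After irradiation it was 0.75 ± 1.06 (SD, n = 3) at 22.5 keV μm-1 and 1.49 ± 0.54 (SD, n = 3) at 50 keV μm-1. The fold changes were 112 at 22.5 keV μm-1 (adjusted p = 5.3e-06 from limma) and 188 at 50 keV μm-1 (adjusted p = 1.2e-06 from limma), with a standard error of 0.51 on the log2 scale. Every irradiated array lay above every un-irradiated array at both LETs (exact two-sided permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). Without carbon 22.5 replicate 2 the fold change at 22.5 keV μm-1 was 74.7, and without carbon 50 replicate 2 that at 50 keV μm-1 was 154. The methods' t-test, after adjustment, called it at 50 keV μm-1 and not at 22.5 keV μm-1.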

**Table 2:** Time-course of the change in expression of relevant genes.

Gene locus ID (Gene name)	Agilent feature number	LET (keV μm^-1^)	Fold change						Pathway
			0.5 h^a^		1 h^a^		2 h^a^		
Os12g0143800 (*OsDMC1A*)	635	22.5	1.08		1.50	**	1.85	**	Homologous recombination^b^
		50	1.05		1.70	**	2.32	**	
	14550	22.5	1.08		1.49	**	1.84	**	
		50	1.03		1.63	**	2.35	**	
	20114	22.5	1.08		1.53	**	1.79	**	
		50	1.01		1.66	**	2.26	**	
Os11g0146800 (*OsDMC1B*)	1628	22.5	1.22		2.10	*	3.23	**	
		50	1.15		2.32	**	3.84	**	
	12166	22.5	1.26		2.09	*	3.28	**	
		50	1.13		2.25	**	3.98	**	
Os12g0497300 (*OsRad51A2*)	1780	22.5	9.32	**	9.65	**	8.13	**	
		50	8.37	**	14.0	**	8.71	**	
	20749	22.5	7.21	**	9.35	**	8.13	**	
		50	6.06	**	13.6	**	8.98	**	
Os02g0762800 (*OsRad54*)	13523	22.5	1.58		1.88	*	2.28	**	
		50	1.38		1.82	**	2.12	**	
Os05g0512000 (*OsBRCA1*)	40839	22.5	1.62	*	2.25	**	2.67	**	
		50	1.48		2.59	**	3.31	**	
Os05g0498300 (*OsMSH5*)	40156	22.5	1.16		1.59	**	2.16	**	Mismatch repair^b^
		50	1.13		1.63	**	2.33	**	
Os11g0672700 (*RecQ* homolog)	118	22.5	1.38		1.26		0.62		RecQ helicase^b^
		50	1.19		1.05		0.38	**	
Os03g0214100 (*OsRPA70b*)	9663	22.5	1.46	*	1.05		0.42	*	Replication protein A^b^
		50	1.07		0.83		0.27	**	
	25758	22.5	1.38	*	1.06		0.44	*	
		50	1.08		0.83		0.28	**	
	35147	22.5	1.46		1.05		0.44	*	
		50	1.12		0.82		0.30	**	
Os04g0488100 (*OsRad21-2*)	8677	22.5	2.33	**	4.11	**	4.42	**	Cohesin complex
		50	2.17	**	5.06	**	5.33	**	
	30753	22.5	2.16	**	4.06	**	4.48	**	
		50	2.03	**	4.99	**	5.25	**	
Os02g0818900 (IR indicator)	33750	22.5	7.46	**	18.6	*	113	**	-
		50	5.82	**	36	**	188	**	

^a^Hour(s) after irradiation.

^b^Classification of pathway was based on Kimura et al. [18].

* p < 0.05,

** p < 0.01.

### Difference in gene expression profile in terms of LET

Under the same absorbed dose, the particle number of the heavy-ion beam is inversely proportional to the value of LET. In the irradiation of 15 Gy, particle numbers are 416, 187, 149, and 117 for the LETs of 22.5, 50, 63 and 80 keV μm^-1^, respectively. To determine the effect of LET on gene expression profiles, we irradiated a neon-ion beam on imbibed seeds at two different LETs (63 and 80 keV μm^-1^). We sampled the seeds 2 hours after irradiation, when the number of genes showing significant change in expression level would be largest (Table 1), and then conducted additional microarray hybridization for the samples irradiated with the two different LETs. 

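Embryos of seeds imbibed for 3 days were sampled 2 hours after irradiation with 15 Gy, and the RNA of each sample was hybridized to 1 one-colour (Cy3) array. There were 18 arrays in 6 groups of 3: un-irradiated controls of the C-ion experiment, embryos irradiated with C ions at 22.5 or 50 keV μm-1, un-irradiated controls of the Ne-ion experiment, and embryos irradiated with Ne ions at 63 or 80 keV μm-1. Each irradiated group was compared with the control of its own ion. The authors deposited the intensities that the scanner software read from each array, with the local background subtracted and spatial trends removed, and also their own normalized log2 values. The values below start from the intensities, on which no normalization between arrays had been done. As in the methods, signals were put on the log2 scale and the 75th percentile of each array was subtracted. This percentile lay between 4077 and 7876 intensity units, with a median of 5740. It was between 4077 and 5743 in the C-ion controls and between 6332 and 7876 in the Ne-ion controls. Between 77.5% and 85.8% of the gene probe spots of an array were well above background. In the Ne-ion controls the share was between 77.5% and 82.6%, and their dimmest spot well above background had between 37.4 and 78.2 intensity units, against 15.5 to 36.1 in the C-ion controls. A probe was kept when its signal was at least 30 on at least 1 array and it was well above background on at least 1, which left 38802 of 42477 probes and 26881 genes. All 18 arrays were fitted together by limma with 1 mean per group. A probe was called changed when its fold change was above 2 in either direction and its p, adjusted by the Benjamini-Hochberg method over all probes kept, was below 0.05, and a gene was counted when at least 1 of its probes was called. The methods apply the same fold threshold with an unadjusted p from a t-test. The arrays of the C-ion experiment and those of the Ne-ion experiment were scanned on different days and shared no slide, so a difference between the ions cannot be told apart from a difference between these experiments. The small number of arrays limits the precision.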

Data analysis was conducted for microarray data sampled 2-hours after irradiation with 22.5, 50, 63 and 80 keV μm^-1^. 

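After irradiation at 22.5 keV μm-1, 524 genes were up-regulated and 537 were down-regulated, counted as genes with at least 1 probe past both thresholds. At 50 keV μm-1, 957 genes were up-regulated and 659 down-regulated. With Ne ions, 730 genes were up-regulated and 614 down-regulated at 63 keV μm-1, and 979 were up-regulated and 901 down-regulated at 80 keV μm-1. The corresponding numbers of called probes were 1343, 2014, 1702 and 2393 in the order of rising LET. Among all probes kept, between 19.1% at 22.5 keV μm-1 and 29.6% at 63 keV μm-1 had all 3 irradiated arrays on the same side of all 3 control arrays, where chance alone gives 10%. Among the called probes, which were chosen by the same difference, the share was 98.3% or more at each LET. The median standard error of a log2 fold change was 0.23 over all probes at each LET. With the t-test of the methods and its p-values adjusted by the Benjamini-Hochberg method, no gene was called at 22.5 keV μm-1, against 1240 genes with its unadjusted p and 1876 genes with the unadjusted p of limma. Leaving out 1 array moved the count at 63 keV μm-1 to 555 genes (without neon 63 replicate 2) and the count at 80 keV μm-1 to 1107 genes (without neon 80 replicate 2). The change from 22.5 to 50 keV μm-1 was also tested directly between the irradiated embryos. In this comparison limma called 0 probes at an adjusted p below 0.05, with 546 probes (1.41%) at an unadjusted p below 0.05. For 80 against 63 keV μm-1 it likewise called 0 probes, with 697 (1.80%) at an unadjusted p below 0.05. Both shares lie below the share that such a p gives by chance. This fit has no term for the replicate number, although irradiated arrays of the same number correlated within an ion. A replicate block among irradiated arrays, chosen after the result was seen, also called 0 probes in each comparison. With it, 2273 and 2513 probes had an unadjusted p below 0.05 from limma. The methods' t-test, with the fold threshold and an unadjusted p, called 39 probes between 50 and 22.5 keV μm-1 and 78 probes between 80 and 63 keV μm-1, and 0 in each after adjustment. Without carbon 50 replicate 1, limma called 1 probe between 50 and 22.5 keV μm-1.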

With the LETs at 22.5, 50, 63, and 80 keV μm^-1^, 581, 1078, 952, and 1071 genes were up-regulated, while 648, 813, 793, and 1069 genes were down-regulated compared to the non-irradiated controls, respectively (Table 3).

**Table 3:** Number of genes showing significant changes in expression level at 2 h after irradiation.

Ion species	LET (keV μm^-1^)	Up-regulated	Down-regulated
Carbon	22.5	581 (716)	648 (825)
	50	1078 (1348)	813 (982)
Neon	63	952 (1188)	793 (1002)
	80	1071 (1347)	1069 (1353)
	LET-independent regulated	379 (469)	265 (328)
	LET-dependent regulated	628 (781)	594 (694)

Figures in parentheses indicate number of probes.

Data are lacking on the effect of LET value on gene expression levels, so we defined genes showing a significant change in expression level (FC > 2 or < 0.5, and p < 0.05) at an LET of 80 keV μm^-1^, but not at 22.5 keV μm^-1^, as ‘LET-dependent regulated genes’ tentatively. 

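By this definition, 541 genes were LET-dependent up-regulated and 466 were LET-dependent down-regulated, 1007 in all. Of these, 984 (97.7%) had a change of the same direction at 22.5 keV μm-1, and 790 (78.5%) changed there by more than 1.5-fold. At 22.5 keV μm-1, 314 of the 1007 genes had a fold change above 2 but not an adjusted p below 0.05, 140 had the adjusted p but not the fold change, and 553 had neither. The p was adjusted within each comparison, and 4619 probes passed it at 80 against 2464 at 22.5 keV μm-1. The same unadjusted p can therefore pass at 80 keV μm-1 only. At 1 probe of OsRPA70b the unadjusted limma p was 0.0038 at both LETs, and the adjusted p was 0.056 at 22.5 and 0.037 at 80 keV μm-1. The median log2 change in the direction of the change at 80 keV μm-1 was 0.84 at 22.5 keV μm-1 and 1.38 at 80 keV μm-1. As the genes were chosen for passing the thresholds at 80 and not at 22.5 keV μm-1, a larger median at 80 keV μm-1 is built into the choice. Of the LET-dependent genes, 321 were also called at 50 keV μm-1 and 521 at 63 keV μm-1, and 371 were called with both Ne-ion LETs and with neither C-ion LET. A further 188 genes were called at 22.5 keV μm-1 and not at 80 keV μm-1. Because a gene past the thresholds at 1 LET and not at another is not thereby shown to differ between them, the difference between the responses was tested itself, as the change at 80 keV μm-1 against its control minus the change at 22.5 keV μm-1 against its control. In this interaction limma called 0 of the 38802 probes at an adjusted p below 0.05, and the smallest adjusted p was 0.944. At an unadjusted p below 0.05 there were 818 probes (2.11%), and 168 of the 1007 LET-dependent genes (16.7%) had such a p. That share of all probes is below the share that chance gives. With the replicate number as a block there were 1927 such probes, and 0 at an adjusted p below 0.05. Without carbon 22.5 replicate 2 the interaction called 2 probes, and with all 6 un-irradiated arrays as 1 control it called 1. In 18 simulated arrays with independent noise, 4-fold changes (2 on the log2 scale) at 80 keV μm-1 were put into 200 genes. The interaction recovered 130 of them and the comparison with the control recovered 167. In the LET-dependent genes the median log2 interaction was smaller, at 0.68 for the up-regulated and -0.49 for the down-regulated ones. Recovery of differences of that size was not simulated, so the 0 probes called by the interaction do not exclude them. When single arrays were left out in turn, the number of LET-dependent genes was lowest without neon 80 replicate 2, with 419 genes, and highest without neon control replicate 3, with 1638. It was 282 with the methods' t-test after adjustment, and with an adjusted p from limma and no fold threshold 2016.

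**Figure D1:**
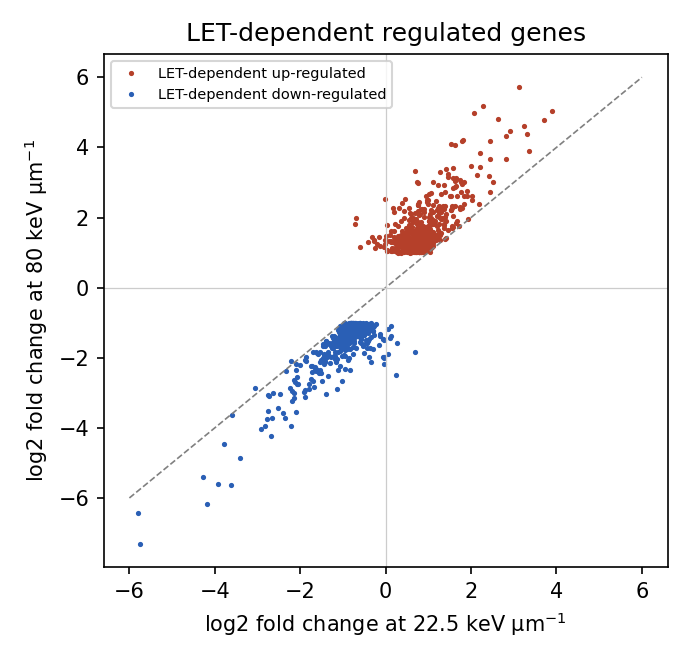
log2 fold change at 80 keV μm-1 (vertical axis) against that at 22.5 keV μm-1 (horizontal axis), each relative to the control of its own ion, for the 541 LET-dependent up-regulated genes (red) and the 466 down-regulated genes (blue), with 1 point per gene and equal changes on the dashed line. The points tend to lie farther from 0 at 80 keV μm-1 than at 22.5 keV μm-1, and 984 of the 1007 have the same sign at both LETs. The genes were chosen as called at 80 and not at 22.5 keV μm-1. Each is shown at its called probe with the largest change at 80 keV μm-1. This choice by itself favours larger changes at 80 keV μm-1.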

In total, 628 and 594 LET-dependent up- and down-regulated genes were identified, respectively (Table 3). However, the genes which were significantly up- or down-regulated (FC > 2 or < 0.5, and p < 0.05) at all LETs (22.5, 50, 63, and 80 keV μm^-1^) were defined as ‘LET-independent regulated genes’. The LET-independent up- and down-regulated genes were 379 and 265, respectively (Table 3). 

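At all 4 LETs, 353 genes were called up-regulated and 257 down-regulated. The call at 63 keV μm-1 limited this number most when arrays were left out, since it was 363 genes in all without neon 63 replicate 2. When each comparison was fitted by limma on its own arrays alone, 84 genes were called at all 4 LETs, and 0 were called with the methods' t-test after adjustment, against 654 with its unadjusted p and 1005 with the unadjusted p of limma. Genes called at both 22.5 and 80 keV μm-1 numbered 873, all of them with the same direction, and these were 82.3% of the genes called at 22.5 keV μm-1 and 46.4% of those called at 80 keV μm-1. The 63 and 80 keV μm-1 groups shared 1211 genes and the 22.5 and 50 keV μm-1 groups shared 895. Groups of 1 ion are compared with the same 3 control arrays, which by itself makes their fold changes correlate. To measure this, the deviations of the 18 arrays from their group means were dealt out anew 20 times over groups without an irradiation effect. In these simulated arrays the correlation of fold changes across probes between 22.5 and 50 keV μm-1 was 0.448 on average and 0.789 at most, and the observed one was 0.896. Between 22.5 and 80 keV μm-1, which share no control array, it was at most 0.665 in the simulations and 0.780 observed. Probes are not independent replicates, so these correlations have no p. With the methods' t-test and unadjusted p, the simulated arrays gave 0 LET-independent genes in every set, and on average 148 LET-dependent genes (453 at most) against 1212 observed. As they hold no effect of irradiation at any LET, they do not test whether the response differs between LETs. When the ions were instead dealt anew among the controls and among the arrays at 22.5 and 80 keV μm-1, 24 of 100 splits gave at least the 1007 LET-dependent genes called by limma.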

The indicator for ionizing radiation (Os02g0818900) and five of the DNA repair genes listed in Table 2; *OsDMC1B*, *OsRad51a2*, *OsRad54*, *OsBRCA1*, and *OsMSH5* were all LET-independent up-regulated (S2 Table).

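For the IR indicator gene Os02g0818900, the fold changes with Ne ions were 113 at 63 keV μm-1 (adjusted p = 4.7e-06) and 170 at 80 keV μm-1 (adjusted p = 1.3e-06). Its log2 signal was -5.66 ± 0.48 (SD, n = 3) in the Ne-ion controls, 1.16 ± 0.60 (SD, n = 3) at 63 keV μm-1 and 1.75 ± 0.75 (SD, n = 3) at 80 keV μm-1. OsRad51A2 (Os12g0497300), at the brighter of its 2 probes, had fold changes of 8.09, 8.70, 15.8 and 15.5 at 22.5, 50, 63 and 80 keV μm-1. For OsDMC1B (Os11g0146800), at 1 of its 2 probes, they were 3.22, 3.84, 2.86 and 3.32 in the same order. OsBRCA1 (Os05g0512000) changed by 2.66-, 3.31-, 3.25- and 2.92-fold. OsRad54 (Os02g0762800) changed by 2.27-, 2.12-, 2.31- and 2.44-fold, and OsMSH5 (Os05g0498300) by 2.15-, 2.33-, 2.01- and 2.19-fold. The highest adjusted p of these 5 genes at any LET was 0.0088, for OsBRCA1 at 22.5 keV μm-1. In all these comparisons every irradiated array lay above every control array. OsRad54 was well above background on 2 of the 3 Ne-ion controls. With the normexp background correction the log2 fold change of OsRad54 was between 0.59 and 0.72, below the fold threshold at every LET, and OsMSH5 fell below it at 3 LETs. OsMSH5 also fell below it at 63 keV μm-1 without neon control replicate 2, neon 63 replicate 1 or neon 63 replicate 2, with log2 fold changes of 0.96 to 0.98, and with all 6 un-irradiated arrays as 1 control, with 0.91, and at 80 keV μm-1 without neon 80 replicate 2, with 0.95. It came to just below the threshold of 1 at 22.5 keV μm-1 without carbon 22.5 replicate 3. At 50 keV μm-1, OsRad54 fell below it with quantile normalization (0.98) and without carbon 50 replicate 3 (0.99). When limma was fitted to the arrays of 1 comparison alone, OsRad54, OsMSH5, OsBRCA1 and 1 probe of OsDMC1B were not called at 22.5 keV μm-1 and OsBRCA1 was not called at 80 keV μm-1, with adjusted p between 0.052 and 0.078. After adjustment of the methods' t-test, the IR indicator and OsRad51A2 were called at 50, 63 and 80 keV μm-1, OsDMC1B and OsMSH5 at 50 keV μm-1 only, and OsRad54 and OsBRCA1 at no LET.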

### Gene Ontology analysis of LET-dependent/independent regulated genes

To characterize LET-dependent or -independent regulated genes, we conducted an SEA analysis using agriGO [15]. SEA revealed that gene ontology (GO) terms such as ‘protein serine/threonine kinase activity’, ‘protein tyrosine kinase activity’, ‘calcium ion binding’, ‘sequence-specific DNA binding’, and related terms within the molecular function (MF) ontology, as well as ‘protein amino acid phosphorylation’, and their parent terms in the biological process (BP) ontology, and ‘membrane’ in the cellular component (CP) ontology, were significantly (p ≤ 0.01) enriched in LET-dependent up-regulated genes but not in LET-independent up-regulated genes (Fig 1 and S1 and S2 Figs). This implies that a different genetic pathway is induced depending on the complexity of DNA damage (see Discussion). Additionally, *OsPCNA* and *OsPARP3* that is one of the PARP gene family, which are thought to be involved in DNA repair, were found to be LET-dependent up-regulated genes (Fig 2 and S3 Table). 

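The ontology terms were not analysed here. In their place, genes were assigned to 9 classes by words in the gene descriptions of the array, and each class was compared between a set of regulated genes and the 24910 described genes that passed the filter. Fisher's exact test (two-sided) was used, with the p adjusted over 36 pairs of class and set. Of the 504 described LET-dependent up-regulated genes, 33 (6.55%) were described as protein kinases, against 3.28% of all described genes (odds ratio 2.11, Fisher's exact test, adjusted exact p = 0.0017). Calcium-binding proteins numbered 12, or 2.38% against 0.586% (odds ratio 4.42, adjusted exact p = 0.00053). Families with sequence-specific DNA binding, such as WRKY, bZIP and homeobox proteins, numbered 9, or 1.79% against 0.919% (odds ratio 2.00, adjusted exact p = 0.16). Of the 335 described LET-independent up-regulated genes, 15 (4.48%) were protein kinases (odds ratio 1.39, adjusted exact p = 0.39), 7 (2.09%) were calcium-binding proteins (odds ratio 3.75, adjusted exact p = 0.019) and 10 (2.99%) were of the sequence-specific DNA-binding families (odds ratio 3.42, adjusted exact p = 0.0072). The shares of the LET-dependent and the LET-independent set were not compared with each other by a test. In total 9 of the 36 pairs had an adjusted exact p below 0.05, and 13 had one when the sets were made with the methods' t-test and unadjusted p. With those sets the sequence-specific DNA-binding families numbered 13 of 600 LET-dependent up-regulated genes (adjusted exact p = 0.015) and 9 of 366 LET-independent ones (adjusted exact p = 0.023). With sets from the unadjusted limma p, 27 of 505 LET-independent up-regulated genes were kinases (adjusted exact p = 0.046). From the terms enriched in LET-dependent and not in LET-independent up-regulated genes, the paper reasons that a different genetic pathway is induced depending on the complexity of the DNA damage.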

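OsPCNA (Os02g0805200), measured by 1 probe, had a log2 signal of 2.45 ± 0.10 (SD, n = 3) in the C-ion controls and 2.31 ± 0.29 (SD, n = 3) in the Ne-ion controls. The fold changes were 1.87 at 22.5 keV μm-1 and 1.88 at 50 keV μm-1, with adjusted p of 0.0026 and 0.0014 from limma, both below the fold threshold. They were 2.89 at 63 keV μm-1 and 2.95 at 80 keV μm-1, with adjusted p of 4.0e-05 and 2.0e-05. All irradiated arrays lay above all control arrays at every LET (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The interaction, the log2 change at 80 keV μm-1 minus that at 22.5 keV μm-1, was 0.66 (standard error 0.21) and its adjusted p from limma was 1.0. Between LETs of 1 ion, OsPCNA differed by 1.01-fold from 22.5 to 50 keV μm-1 and by 1.02-fold from 63 to 80 keV μm-1, less than the spread between replicates. Between irradiated embryos of the 2 ions, its log2 signal was 0.52 higher at 80 than at 22.5 keV μm-1. OsPARP3 (Os02g0530600) has 2 probes. At the probe listed in S3 Table its log2 signal was -1.59 ± 0.50 (SD, n = 3) in the C-ion controls and -1.76 ± 0.62 (SD, n = 3) in the Ne-ion controls. The fold changes of this probe were 1.17, 1.31, 2.23 and 2.09 at 22.5, 50, 63 and 80 keV μm-1, with adjusted p of 0.81, 0.59, 0.053 and 0.060 from limma. At the other probe the fold changes were 2.21 at 63 keV μm-1 (adjusted p = 0.041) and 2.05 at 80 keV μm-1 (adjusted p = 0.0505). In this fit OsPARP3 was therefore called at 63 and not at 80 keV μm-1. With the replicate number as a block, both probes were called at 80 keV μm-1. The adjusted p from limma was then 0.030 at the probe of S3 Table and 0.031 at the other probe. Neither OsPCNA nor OsPARP3 was called at any LET with the methods' t-test after adjustment. Over the alternatives run for this probe, the adjusted p of the probe of S3 Table at 80 keV μm-1 ranged from 0.028 to 0.25, the highest without neon control replicate 1, where its log2 fold change was 0.71, and it was 0.039 without neon control replicate 3 and 0.048 without carbon 22.5 replicate 3. The interaction of this probe was 0.83 (standard error 0.49, adjusted p = 1.0 from limma).

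**Figure D2:**
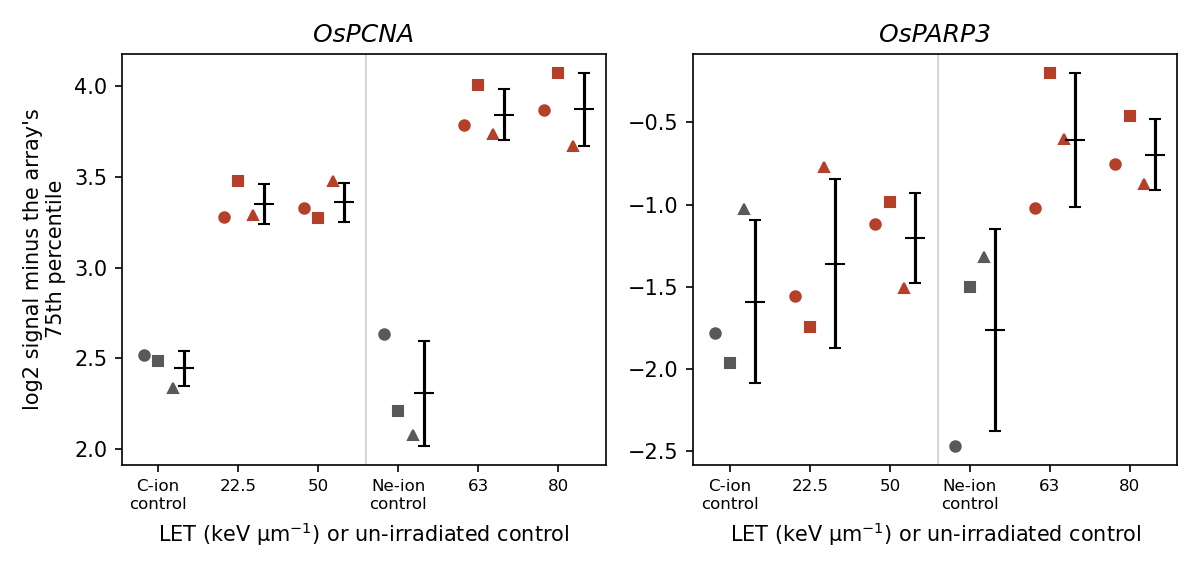
log2 signal minus the 75th percentile of the array (vertical axis) of OsPCNA (left) and OsPARP3 at the probe of S3 Table (right) in each group (horizontal axis), with controls in grey, irradiated embryos in red, replicates 1, 2 and 3 as circle, square and triangle, and bars for the mean ± SD (n = 3). The 3 arrays at 80 keV μm-1 lie above the 3 Ne-ion controls in both panels, and the OsPARP3 controls spread over an SD of 0.50 in the C-ion and 0.62 in the Ne-ion experiment.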

For the LET-dependent down-regulated genes, GO terms such as ‘transcription factor activity’, ‘protein serine/threonine kinase activity’, ‘protein tyrosine kinase activity’, ‘sugar binding’, ‘adenyl ribonucleotide binding’, ‘sequence-specific DNA binding’, ‘nutrient reservoir activity’, and their related terms, along with ‘regulation of transcription, DNA-dependent’, ‘protein amino acid phosphorylation’, and their parent terms, were enriched, but not in LET-independent down-regulated genes (Fig 1 and S3 and S4 Figs). Thus, some signal transduction pathways may be relatively inhibited in place of up-regulated pathways after high-LET irradiation (See Discussion).

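Among 421 described LET-dependent down-regulated genes, 20 (4.75%) were described as transcription factors, against 2.74% of all described genes (odds ratio 1.79, Fisher's exact test, adjusted exact p = 0.056). For protein kinases there were 16 genes (odds ratio 1.17, adjusted exact p = 0.68), for sequence-specific DNA-binding families 8 (1.90%, odds ratio 2.13, adjusted exact p = 0.17) and for lectins, which bind sugars, 2 (0.475%, odds ratio 2.08, adjusted exact p = 0.44). No class was made for adenyl ribonucleotide binding. The only class of the 9 with an adjusted exact p below 0.05 in this set was that of the cell cycle and DNA replication, with 18 genes (4.28% against 1.82%, odds ratio 2.46, adjusted exact p = 0.0072). With sets made by the methods' t-test and unadjusted p, transcription factors numbered 25 of 517 (adjusted exact p = 0.022), sequence-specific DNA-binding families 12 (adjusted exact p = 0.014) and cell cycle genes 15 (adjusted exact p = 0.14). With sets from the unadjusted limma p, transcription factors numbered 24 of 556 (adjusted exact p = 0.081), sequence-specific DNA-binding families 14 (adjusted exact p = 0.0049) and cell cycle genes 16 (adjusted exact p = 0.16). In the LET-independent down-regulated set of 237 described genes, 8 were transcription factors (3.38%, odds ratio 1.24, adjusted exact p = 0.70).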

**Fig 1:**
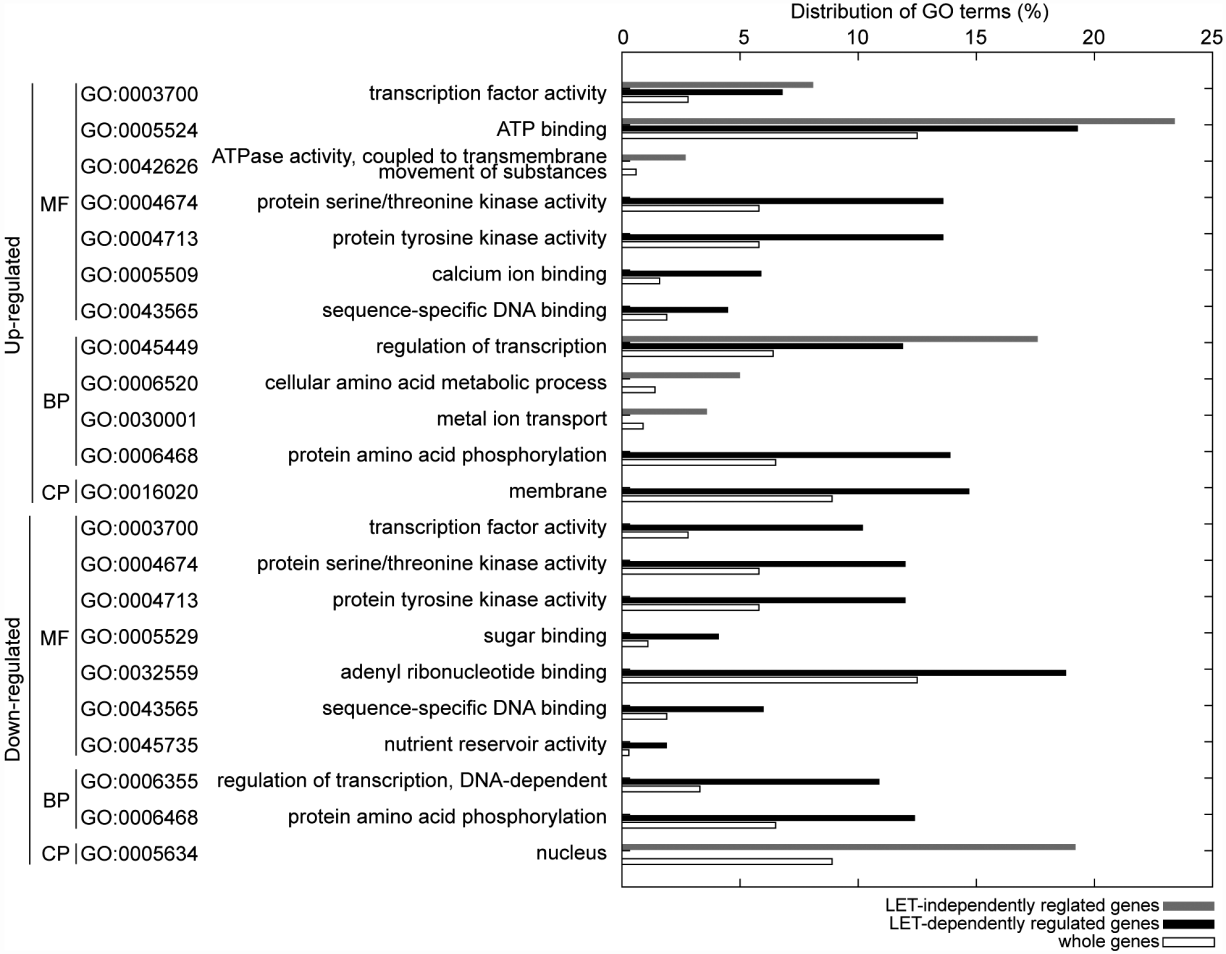
SEA analysis of LET-independent and -dependent regulated genes. GO terms in the GO graph structure which were significantly enriched (p ≤ 0.01) are listed. Horizontal axis shows distribution of GO term that is a percentage of genes having each GO term in analysed gene set. Grey, black, and white boxes indicate distribution of LET-independent regulated genes, LET-dependent regulated gene, and whole genes (rice TIGR locus).

**Fig 2:**
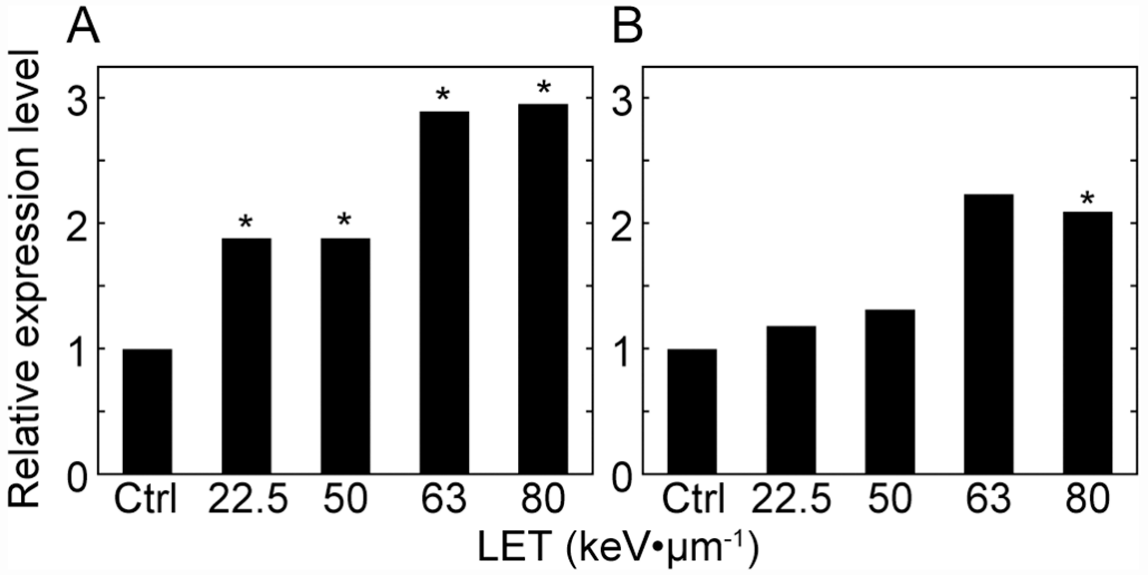
Response of *OsPCNA* and *OsPARP3* gene expressions to heavy-ion beam irradiation with different LETs. Fold changes in expression level of *OsPCNA* (A) and *OsPARP3* (B) compared to the un-irradiated control are shown. *: p < 0.05.

For LET-independent up-regulated genes, GO terms such as ‘transcription factor activity’, ‘ATP binding’ and their parent terms in the MF ontology, as well as ‘regulation of transcription’ and its parent terms in the BP ontology, were significantly enriched in the LET-dependent up-regulated genes as well (Fig 1 and S1 and S2 Figs). 

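Of the LET-independent up-regulated genes with a description, 32 (9.55%) were transcription factors (odds ratio 3.88, Fisher's exact test, adjusted exact p = 3.9e-08). The LET-dependent up-regulated set held 24 (4.76%, odds ratio 1.80, adjusted exact p = 0.037), and with sets from the unadjusted limma threshold 25 of 631 (adjusted exact p = 0.14), against 31 of 600 with sets from the methods' t-test (adjusted exact p = 0.0050). Metal transport genes numbered 5 in the LET-independent set (1.49% against 0.381%, odds ratio 4.12, adjusted exact p = 0.037) and 4 in the LET-dependent set (odds ratio 2.14, adjusted exact p = 0.29). ABC transporters, a family of ATPases and the only class here that holds ATPases, numbered 3 in the LET-independent set (odds ratio 2.91, adjusted exact p = 0.23). They numbered 7 of 505 with sets from the unadjusted limma p (odds ratio 4.75, adjusted exact p = 0.0056) and 4 of 366 with sets from the methods' t-test (adjusted exact p = 0.075). No class was made for amino acid metabolism or for ATP binding.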

The GO terms ‘ATPase activity’ and its parent terms within the MF ontology, and ‘cellular amino acid metabolic process’, ‘metal ion transport’, and their parent terms in the BP ontology, were specifically enriched in the LET-independent up-regulated genes (Fig 1 and S1 Fig). 

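No class of descriptions stood for genes of the nucleus. The class of the cell cycle and DNA replication, which includes histones, DNA polymerases and replication licensing factors, held 18 of the LET-independent down-regulated genes (7.59%, odds ratio 4.57, Fisher's exact test, adjusted exact p = 7.3e-06). Among LET-independent up-regulated genes it held 2 (0.597%, odds ratio 0.321, adjusted exact p = 0.24).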

For the LET-independent down-regulated genes, the GO term ‘nucleus’ and its parent terms in the CP ontology were specifically enriched (Fig 1 and S3 Fig).

## Discussion

### Gene expression profile after heavy-ion irradiation

In this study, we characterized the gene expression profile of rice after heavy-ion beam irradiation. The number of up-/down-regulated genes was the largest at 2 hours after irradiation (Table 1). Likewise, the expression of the IR indicator gene, and some known DNA repair genes, was highly up-regulated at 2 h after irradiation (Table 2). Therefore, this time point was ideal to profile changes in gene expression after heavy-ion beam irradiation in this study. In our SEA analysis, the GO terms ‘transcription’, ‘regulation of transcription’, and ‘cellular amino acid derivative metabolic process’ within the BP ontology, and ‘transcription factor activity’ in the MF ontology, were enriched after irradiation at any LET. These GO terms were also enriched in another gene expression profiling study for rice seeds at three weeks after γ-beam irradiation [13]. One explanation is that these pathways change their expression levels 2 h after irradiation and maintain them up to 3 weeks after irradiation.

### LET-dependent regulated pathways

We identified several LET-dependent regulated pathways (Fig 1 and S2 and S4 Figs). The GO terms enriched in both LET-dependent up- and down-regulated genes include ‘protein serine/threonine kinase activity’, ‘protein tyrosine kinase activity’, ‘sequence-specific DNA binding’, and ‘protein amino acid phosphorylation’. One of the protein kinases, ATM, functions as an apical activator in response to DSB. Human ATM recognises as many as 1077 protein substrates and regulates many transcription factors, phosphorylation pathways, and kinase cascades [23]. In *A*. *thaliana*, ATM and ATR also phosphorylate many proteins in response to DNA damage [24]. It is possible that some accessorial factor that senses DSB may activate or inactivate the genes with kinase activity or DNA-binding activity in cooperation with ATM. Further analysis of mutants of each up- or down-regulated gene following high LET irradiation may show alternate DNA repairing activity. The GO term ‘nutrient reservoir activity’ was enriched in the LET-dependently down-regulated genes (S4 Fig). However, it was enriched in the up-regulated genes after low-LET γ-ray irradiation [13]. This gene expression might be suppressed if highly complex DNA lesions are induced.

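Genes described as cupins, germins, oleosins, glutelins, prolamins or other storage proteins stood for this term. They numbered 2 of the LET-dependent down-regulated genes, a share of 0.475% against 0.470% of all described genes (odds ratio 1.01, Fisher's exact test, adjusted exact p = 0.83). With the sets made by the methods' t-test and unadjusted p they numbered 9 (odds ratio 3.98, adjusted exact p = 0.0050), and with those from the unadjusted limma p 2 (odds ratio 0.761, adjusted exact p = 1.0). Glutelin and prolamin genes, the storage proteins of the endosperm, had 31 members that passed the filter, and limma called 1 of them at 80 keV μm-1, as up-regulated. Their median log2 change was -0.72 at 80 keV μm-1, with 28 of 31 below 0, and 1.11 at 22.5 keV μm-1, with 29 of 31 above 0. Against the controls, their median was -1.06, -0.60 and -0.26 on the 3 arrays at 80 keV μm-1 and 3.09, 0.64 and 0.84 on those at 50 keV μm-1, while it ranged from -2.63 to 1.45 over the arrays at 63 keV μm-1 and from -0.45 to 2.19 over those at 22.5 keV μm-1. The C-ion controls themselves deviated from their mean by medians of 2.29, -0.64 and -1.71, a spread wider than the rise at 22.5 keV μm-1.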

### Possible role of DSB repair pathways after heavy-ion irradiation

The two major DSB repair pathways, the error-free HR and error-prone non-homologous end joining (NHEJ), are well known [25]. NHEJ is divided into the Ku-dependent canonical pathway (C-NHEJ) and the Ku-independent alternative pathway (A-NHEJ). 

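OsRad21-2 (Os04g0488100), listed in Table 2 under the cohesin complex, had fold changes of 4.45, 5.25, 5.38 and 6.05 at 1 of its 2 probes at 22.5, 50, 63 and 80 keV μm-1, with adjusted p from limma of at most 1.3e-06 over both probes. OsDMC1A (Os12g0143800), at 1 of its 3 probes, had fold changes of 1.84, 2.32, 1.47 and 1.81 and was called at 50 keV μm-1 only, as were its other probes, although its adjusted p was below 0.05 at 22.5 and 80 keV μm-1 as well. Without carbon 22.5 replicate 1 it was also called at 22.5 keV μm-1, with a log2 fold change of 1.01. For OsRad51A2, whose calls held at every LET, the log2 interaction of 80 against 22.5 keV μm-1 was 0.94 (standard error 0.25, adjusted p = 1.0 from limma). OsRPA70b (Os03g0214100), listed there under replication protein A, was at 1 of its 3 probes down-regulated, to 0.419 of the control at 22.5 keV μm-1, 0.274 at 50 keV μm-1 and 0.436 at 80 keV μm-1, and it was not called at 63 keV μm-1 (0.626, adjusted p = 0.25). Its other probes had like fold changes, but neither was called at 22.5 keV μm-1 and only 1 of them at 80 keV μm-1. Both were called at 22.5 keV μm-1 with the replicate block (adjusted p = 0.011 and 0.012 from limma), with slide as a random block, with all 6 un-irradiated arrays as 1 control, by the methods' t-test with unadjusted p, and without carbon 22.5 replicate 1 or neon 80 replicate 1. The probe not called at 80 keV μm-1 was called there with the replicate block (adjusted p = 0.010 from limma), with slide as a random block, with all 6 controls as 1, and without carbon 22.5 replicate 2 or neon 80 replicate 1. The call of the first probe at 22.5 keV μm-1 was lost without any of 7 arrays (each carbon control, carbon 22.5 replicate 2 or 3, carbon 50 replicate 1, or neon 63 replicate 3), with adjusted p between 0.051 and 0.11 from limma. Its call at 80 keV μm-1 was lost without neon control replicate 1 or 2, or neon 80 replicate 2 or 3, with adjusted p between 0.070 and 0.15. Both calls were lost when limma was fitted to the arrays of 1 comparison alone (adjusted p = 0.17 and 0.12). The RecQ homolog (Os11g0672700), listed under RecQ helicase, was called at 50 keV μm-1 only (0.384 of the control, adjusted p = 0.038 from limma). That call was lost without any 1 of the carbon control or carbon 50 arrays, or without neon 63 replicate 2, with adjusted p between 0.050 and 0.15, and without neon 80 replicate 1 the gene was called at 80 keV μm-1 as well (adjusted p = 0.046). OsRPA70b and the RecQ homolog were called at no LET by the methods' t-test after adjustment.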

As the expression of HR-related genes is known to be induced by DSB-inducing agents [11], the expression of HR-related genes in this study was found to be LET-independent up-regulated. The expressions of *Ku70/80*, major components of C-NHEJ, were not changed over the time period indicated in previous studies [11].

*OsRad21-2* and *OsRad51A2* showed expression changes in parallel with the time frame (Table 2). *OsRad21-2* is an orthologue of *AtRAD21*.*1* in *A*. *thaliana* and encodes a constitutive protein involved in sister chromatid cohesion during mitosis [26]. The increased expression level of *AtRAD21*.*1* after irradiation with γ-rays parallels the increased expression level of *AtRAD51* involved in HR, but the expression level does not change after irradiation with UV-B [27]. It is likely that *OsRad21-2* is also involved in DSB repair in rice.

Two DSB-repair related genes, *OsPCNA* and *OsPARP3*, were detected as LET-dependent up-regulated genes in this study (Fig 2 and S2 Fig). Although molecular functions of rice PARP family genes are largely unknown, one of the mammalian *PARP* family gene *PARP1* is involved in Ku-independent NHEJ (Alternative (A)-NHEJ) with *Xrcc1* and *DNA ligase III* in animals [16]. Conversely, the different member of the *PARP* family gene *AtPARP2* (At4g02390) is predominantly involved in A-NHEJ in *A*. *thaliana* [28, 29]. Thus, some of PARP family genes could have a role in the A-NHEJ pathway in rice. *OsPCNA* is also thought to be involved in A-NHEJ, because *OsPCNA* forms a complex with *OsXRCC1 in vivo* [30]. The contribution of A-NHEJ to DSB repair may be important in describing the LET-dependent response. In *A*. *thaliana*, radiation sensitivity of a C-NHEJ deficient mutant was more severe than that of the wild type at lower-LET irradiation than at higher-LET irradiation [31]. In animals, it has been confirmed that clustered complex DNA lesions were induced by high-LET irradiation [32–34]. These complex DNA lesions could not be repaired by the Ku-dependent pathway [35, 36]. Taken together, C-NHEJ is inefficient to repair the high-LET induced DNA lesions and A-NHEJ may contribute to the repair of these lesions. We assume that the high expression of *OsPARP3* and *OsPCNA* observed after 80-keV μm^-1^ irradiation is needed to repair the high-LET induced DNA lesions via A-NHEJ.

## Conclusions

In this study, we revealed that the change in gene expression profiles was highest at 2 h after heavy-ion beam irradiation considering three time points: 0.5, 1, and 2 h after irradiation. We also investigated gene expression profiles at 2 h after irradiation with four different values of LET. 

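Of the DNA repair genes in S1 Table, 5 were called at all 4 LETs, and all 5 were up-regulated: OsBRCA1, OsDMC1B, OsMSH5, OsRad51A2 and OsRad54. The number was also 5 when adjusted over the list alone. The IR indicator Os02g0818900 and OsRad21-2, which is in Table 2, were also up-regulated at all 4 LETs.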

Genes which were up- or down-regulated regardless of the LET value contained eight DNA-repair related genes and one known ionizing radiation indicator gene, suggesting that expression profiles successfully reflected a response to the irradiation. LET-dependent up-regulated genes included ones having protein kinase, DNA binding, or calcium binding activities. Two DNA repair genes, *OsPARP3* and *OsPCNA*, were also included in the LET-dependent up-regulated genes. *OsPARP3* and *OsPCNA* are likely to be involved in the A-NHEJ pathway. These finding will help clarify various LET-dependent responses in rice.

## Supporting Information

S1 Fig SEA analysis of LET-independent up-regulated genes. Significantly enriched GO terms (p ≤ 0.01) are shown in coloured boxes. The level increases with increasing significance. The top lines in boxes indicate GO identifiers and p-values are in parentheses. GO terms are shown in the following line. The bottom lines in the coloured boxes contain two fractions; the numerators of the first fractions indicate the number of genes having an associated GO term in 353 LET-dependent up-regulated genes, and the numerators of the second fraction indicate the number of genes having an associated GO term in 24460 rice genes. Arrows indicate relationships among GO terms: black, red, and green arrows indicate ‘is_a’, ‘positive_regulate’, and ‘negative_regulate’ relationships, respectively. Long and short dashed lines indicate ‘two significant nodes’ and ‘one significant node’ relationships, respectively. (A) Analysis of MF ontology. (B) That of BP ontology. (C) That of CP ontology.
(PDF) Click here for additional data file.

S2 Fig SEA analysis of LET-dependent up-regulated genes. GO terms and their relationships are shown in the same manner as in S1 Fig, except the first numerators of the first fractions in the bottom lines in the coloured boxes indicate the number of genes having an associated GO term in 266 LET-dependent down-regulated genes. (A) Analysis of MF ontology. (B) That of BP ontology.
(PDF) Click here for additional data file.

S3 Fig SEA analysis of LET-independent down-regulated genes. GO terms and their relationships are shown in a same manner as S1 Fig, except the first numerators of the first fractions in the bottom lines in the coloured boxes indicate the number of genes having an associated GO term in 222 LET-independent up-regulated genes. (A) Analysis of MF ontology. (B) That of BP ontology.
(PDF) Click here for additional data file.

S4 Fig SEA analysis of LET-dependent down-regulated genes. GO terms and their relationships are shown in the same manner as in S1 Fig, except the first numerators of the first fractions in the bottom lines in the coloured boxes indicate the number of genes having an associated GO term in 120 LET-independent down-regulated genes.
(PDF) Click here for additional data file.

S1 Table List of DNA repair-related genes analysed in this study. (XLS) Click here for additional data file.

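The table lists 133 genes, of which 132 have a probe on the array and 131, with 221 probes, passed the filter. At 1 or more LETs, 11 of these genes were called by limma. Up-regulated genes numbered 5 at 22.5 keV μm-1, 6 at 50 keV μm-1, 8 at 63 keV μm-1 and 6 at 80 keV μm-1. The down-regulated genes were OsRPA70b at 22.5, 50 and 80 keV μm-1 and the RecQ homolog at 50 keV μm-1. When adjusted over the list alone, the number up-regulated at 80 keV μm-1 was 7, the added gene being OsPARP3, and the other numbers were the same. The study did not choose the list on these samples. OsRPA70a was called at 63 keV μm-1 only, through 1 of its probes (fold change 2.03, adjusted p = 0.023). The methods' t-test gave 11 genes with its unadjusted p and 4 after adjustment. Ku70, Ku80, XRCC1 and ATM were not called at any LET. At the brightest probe of each gene, the fold changes of Ku70 (Os07g0184900) were between 0.867 and 1.02 and those of Ku80 (Os03g0856200) between 1.02 and 1.09. Those of XRCC1 (Os06g0144000) were between 0.997 and 1.21, and those of ATM (Os06g0724700) between 0.919 and 0.971. The array describes Os06g0724700 as AtRAD3 and not as ATM. That these values are of ATM therefore rests on the name in S1 Table alone. Lig4 (Os04g0606450) had no probe that passed the filter.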

S2 Table Change in expression of relevant LET-independent up-regulated genes. (XLS) Click here for additional data file.

S3 Table Change in expression of *OsPCNA* and PARP family genes. (XLS) Click here for additional data file.

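Besides OsPARP3, the probes listed for the PARP family were not called at any LET by limma. OsPARP1 (Os07g0413700) had fold changes of 0.954, 0.863, 0.955 and 0.889 at 22.5, 50, 63 and 80 keV μm-1. For OsPARP2B (Os01g0351100) they were 0.945, 0.924, 0.891 and 0.852. OsPARP2A (Os01g0351200) had fold changes of 1.02, 1.16, 1.71 and 1.62, with an adjusted p of 0.13 at 80 keV μm-1, and it was well above background on 1 of the 3 Ne-ion controls. Without neon control replicate 1 it was called at 63 keV μm-1 (log2 fold change 1.03, adjusted p = 0.047 from limma).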

How the deposited data were processed for this re-analysis (not part of the article)

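Rice embryos sampled 2 hours after irradiation with 15 Gy were compared with un-irradiated embryos on 18 one-colour arrays, 3 for each of 6 groups. Seeds had been imbibed for 3 days, and the LETs were 22.5 and 50 keV μm-1 for C ions and 63 and 80 keV μm-1 for Ne ions. The paper gives 416, 187, 149 and 117 particles per 10 μm2 for the 4 LETs at this dose. Arrays of other time points were not used here.

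The authors deposited 1 scanner file per array, read by Feature Extraction 10.5.1.1, whose intensities had the local background subtracted and spatial trends removed by that software. They also deposited log2 values for all arrays, made by the authors from these intensities with a floor of 1, the subtraction of the 75th percentile of each array and centring on the mean of the 18 arrays for each spot. When these steps were repeated from the intensities, the deposited log2 values differed from the recomputed ones by at most 0.0042. Each array has 45151 spots, of which 1417 are controls and 43734 carry 42477 gene probes, and 593 probes have more than 1 spot. The probes have 37955 distinct sequences, so some sequences occur under more than 1 probe name. The array descriptions give the locus and the description of 29690 genes. None of these loci was found in the reference table at hand, so genes are named by the array and the paper only, and no positions are given.

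The values reported here start from the scanner intensities. Signals were raised to a floor of 1, which changed 0 values, put on the log2 scale and lowered by the 75th percentile of each array over gene probe spots. Spots that the scanner software marked as outliers, between 20 and 156 per array, were left out, and the spots of a probe were averaged, which left 195 values missing. As in the methods, probes were kept when the signal was at least 30 on at least 1 array and well above background on at least 1 array. This left 38802 probes (91.3%) and 26881 genes, of which 7342 have more than 1 probe. The share of gene probe spots well above background was 77.5% to 85.8% per array with a median of 83.0%. Arrays have no counting depth, and their number limits the precision.

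One model with 6 group means was fitted to all 18 arrays by limma 3.58.1 in R 4.3.3, with 12 residual degrees of freedom and 1.83 prior degrees of freedom from its empirical Bayes step. Tables were handled with data.table 1.17.8 and jsonlite 2.0.0. Each irradiated group was compared with the control of its own ion. A probe was called at a fold change above 2 in either direction and an adjusted p below 0.05 (Benjamini-Hochberg over all probes kept), and a gene was called when at least 1 of its probes was. LET-dependent and LET-independent genes were then counted by the definitions of the paper. The interaction of 80 against 22.5 keV μm-1, the comparisons of LETs within an ion and the comparison of both controls were tested at an adjusted p below 0.05 without a fold threshold and are counted in probes. With 3 arrays against 3 there are 10 splits, and an exact two-sided test cannot give a p below 0.1. Calls with limma were tested on simulated data, in which 4-fold changes put into 200 genes at 80 keV μm-1 were recovered in 83.5% and 8-fold changes in 90.5%. Gene classes were made from words in the descriptions, since ontology terms were not used here, and tested by Fisher's exact test (two-sided) against the 24910 described genes that passed the filter, over 9 classes and 36 pairs of class and set.

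The genes named are those that the paper lists by locus in Table 2, S2 Table and S3 Table, the genes Ku70, Ku80, Lig4, XRCC1 and ATM of S1 Table, the 5 largest rises and the 5 largest falls at 80 keV μm-1 among called genes whose arrays do not overlap with their controls, and the 3 genes with the largest interaction in each direction among those past its threshold, of which there were 0. Where a gene has several probes, those listed by the paper or otherwise the brightest one were used. This rule, the comparisons and the alternatives were set before the data were examined, apart from those named in the closing section.

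The alternatives were the normexp background correction with an offset of 50, quantile normalization, a 75th percentile over the probes kept only, the log2 values of the authors, no filter, a stricter filter that needs all 3 arrays of a group well above background (36069 probes), a fit of each comparison on its own arrays, the replicate number as a block, slide as a random block, scan date as a block, all 6 un-irradiated arrays as 1 control, unadjusted p, no fold threshold, the t-test of the methods with and without adjustment, the mean of all probes of a gene, the demand that all probes of a gene be called, and each of the 18 arrays left out in turn. Arrays of both ions were scanned on different days and lie on 12 slides, 5 of them with more than 1 array and none with arrays of both ions.

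Lists of genes for endosperm storage proteins, alpha-amylases (a word that also matches their inhibitors), low oxygen and photosynthesis were made from words in the descriptions. The median of each list was set against 10000 random lists of genes of the same number.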

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

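The tests of signal near background and of an effect of the Ne-ion experiment alone were chosen only after the result was seen.

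Among the 5 largest rises at 80 keV μm-1 are 4 genes that the paper does not discuss, and their signals lie far above those of the un-irradiated embryos. Os03g0248500 had fold changes of 134, 339, 607 and 912 at 22.5, 50, 63 and 80 keV μm-1. Os12g0424600 had 40.6, 61.4, 121 and 218, and Os09g0442400 had 31.9, 62.5, 107 and 202. Os03g0373100 was never well above background in controls, so its rises are lower bounds, of at least 38.0-fold, 75.0-fold, 32.3-fold and 65.5-fold. The array describes these genes only as hypothetical or without a match. Their signals were well above background on 48 of 48 irradiated arrays, which the choice of the largest rises brings with it, so this tests nothing. An effect of the Ne-ion experiment alone is argued against, since all 4 genes were also called at 22.5 and 50 keV μm-1. With limma fitted to the arrays of 1 comparison alone, Os03g0373100 and Os09g0442400 were not called at 22.5 keV μm-1 (adjusted p = 0.057 and 0.052). After adjustment of the methods' t-test, none of the 4 was called at 22.5 keV μm-1, and Os12g0424600 and Os09g0442400 were called at 50 keV μm-1 only. The size of the rises rests on dim controls. In the Ne-ion controls, Os03g0248500 and Os09g0442400 were well above background on 1 of 3 arrays and Os12g0424600 on 2 of 3. Without neon control replicate 2 the fold changes of Os12g0424600 were 67.8 at 63 and 122 at 80 keV μm-1, and without carbon 22.5 replicate 2 its fold change was 25.3 at 22.5 keV μm-1. Without neon control replicate 3 those of Os09g0442400 were 192 and 362 at 63 and 80 keV μm-1. Its fold change was 308 at 80 keV μm-1 without neon 80 replicate 1 and 50.0 at 22.5 keV μm-1 without carbon 22.5 replicate 1. The log2 interaction of 80 against 22.5 keV μm-1 was 2.76, 2.42 and 2.66 for Os03g0248500, Os12g0424600 and Os09g0442400, with adjusted p of 1.0 from limma, so a dependence on LET was not detected for these 3. None is given for Os03g0373100, whose rises are bounds. Signal from other transcripts that bind these probes was not tested and stays open, as does a response to irradiation, which the design names.

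The un-irradiated embryos of both experiments were compared with each other, which the paper does not report. Limma called 6 probes at an adjusted p below 0.05, 3 higher and 3 lower in the Ne-ion controls, against 3555 at an unadjusted p below 0.05. The methods' t-test called 457 probes with its unadjusted p and the fold threshold, and 0 after adjustment. The probes belong to Os02g0801100 (log2 difference 3.55), Os05g0551300 (3.38), Os03g0784600 (1.30), Os10g0429700 (-0.95), Os07g0670200 (-1.28) and Os09g0567600 (-1.93), which were named after their values were seen. Os02g0801100 and Os05g0551300 were well above background on none of the C-ion controls, and Os07g0670200 on none of the Ne-ion controls. A difference between the experiments, with their slides and scan days, would appear alike in irradiated embryos. In 3 of the 6 probes, at least 50% of the difference was also present between irradiated embryos of both ions, and all 6 had the same sign there. Of these, Os02g0801100, among the 3, was well above background on 0 of 12 irradiated arrays and Os05g0551300 on 2 of 12, so their irradiated differences compare levels near background and say little. As scan day, slide and ion go together, the experiment and the seeds used for it cannot be told apart. Chance cannot be excluded either, since 2 of the 10 splits of the 6 control arrays gave at least as many probes and 10 splits cannot give a share below 0.1. The other split, of carbon control replicate 1 with neon control replicates 1 and 2 against the rest, gave 1028 probes and follows neither slide nor scan day. It does part the controls by sign on the axis of shared deviations described under other observations. On that axis these 3 arrays lay at -0.35, -0.27 and -0.03. Carbon control replicates 2 and 3 and neon control replicate 3 lay at 0.27, 0.08 and 0.30. Without neon control replicate 3 the comparison called 823 probes, and without carbon control replicate 2 it called 0, so that this number rests on single arrays.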

How the results depend on the processing

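Slide as a fixed block, the replicate block among irradiated arrays, and the tests that deal the ions anew among the arrays, for the interaction and for the LET-dependent genes, were chosen only after the result was seen, and the other alternatives were planned.

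The numbers of called genes stayed within 1.5 times the reported ones, at each LET and in the LET-independent and LET-dependent sets, under normexp, quantile normalization, the 75th percentile over filtered probes, the log2 values of the authors, no filter, the stricter filter, the mean of all probes, the demand that all probes be called, all 6 un-irradiated arrays as 1 control and the unadjusted p of the methods' t-test. Under these settings the number at 22.5 keV μm-1 ranged from 850 (normexp) to 1563 (all 6 controls), and at 80 keV μm-1 from 1452 (normexp) to 2182 (methods' t-test). LET-dependent genes numbered between 728 (normexp) and 1212 (methods' t-test). Equal numbers need not be the same genes. Of the 892 LET-dependent genes with all 6 controls as 1, 495 were among the 1007 reported. Scan date as a block gave the same values by construction, since each date holds whole groups of 1 ion, and no value for the comparison of the controls.

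With limma fitted to the arrays of each comparison alone, 110 genes were called at 22.5 keV μm-1, 84 were LET-independent, and the controls differed in 0 probes. LET-dependent genes then numbered 1281, of which 558 were among those reported. With the methods' t-test after adjustment, 0 genes were called at 22.5 keV μm-1, 265 at 50, 179 at 63 and 282 at 80 keV μm-1. This made 0 genes LET-independent and 282 LET-dependent, 53 of them among those reported, and left 4 DNA repair genes and 0 probes between the controls. Its unadjusted p called 39 probes between 50 and 22.5 keV μm-1, 78 between 80 and 63 keV μm-1 and 457 between the controls. With the unadjusted p of limma, 1876, 2434 and 2210 genes were called at 22.5, 50 and 63 keV μm-1, and 1005 were LET-independent. That setting also passed 818 probes in the interaction, 546 between 50 and 22.5 keV μm-1, 697 between 80 and 63 keV μm-1 and 3555 between the controls. With an adjusted p and no fold threshold, 1916, 3119, 2607 and 3593 genes were called in the order of rising LET, 1082 were LET-independent and 2016 LET-dependent. These last settings differ in the threshold alone. For the others the cause was not tested.

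With slide as a random block, 1933 genes were called at 22.5 keV μm-1 and 19 probes differed between the controls. With slide as a fixed block, which leaves 2 residual degrees of freedom, 0 genes were called at 22.5, 50, 63 and 80 keV μm-1 and 0 were LET-independent or LET-dependent. So few degrees of freedom leave little power by construction. All 6 un-irradiated arrays as 1 control gave 1 probe past the interaction. The comparison of the controls gave 0 probes with normexp and 10 genes with the mean of all probes. The cause was not tested.

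With the replicate number as a block, 21 probes differed between the controls, and the numbers of genes at each LET stayed within 1.5 times those reported. The cause was not tested. The numbers were not taken to pair the arrays, since 3 of 18 pairs of same-number arrays within an ion had correlations of their deviations of 0.1 or less (range -0.196 to 0.692, median 0.414, across probes). These 3 pairs all join a control with an irradiated array, at 50, 63 and 80 keV μm-1. The 3 pairs of 22.5 with 50 keV μm-1 had correlations of at least 0.298, those of 63 with 80 keV μm-1 of at least 0.145 and those of the control with 22.5 keV μm-1 of at least 0.160. With the block, limma called 0 probes between 50 and 22.5 keV μm-1 and 0 between 80 and 63 keV μm-1, with 1206 and 1391 at an unadjusted p below 0.05, and 0 in the interaction, with 1927. With the block among irradiated arrays alone, it also called 0 in each of the comparisons between LETs, with 2273 and 2513 at an unadjusted p below 0.05. The methods' t-test has no such block.

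When each array was left out in turn, the number of genes ranged from 691 to 1190 at 22.5 keV μm-1, the lowest without carbon control replicate 3. It ranged from 1036 to 1764 at 50 keV μm-1, the lowest without carbon 50 replicate 2, from 555 to 1607 at 63 keV μm-1, the lowest without neon 63 replicate 2, and from 1107 to 2454 at 80 keV μm-1, the lowest without neon 80 replicate 2. LET-independent genes ranged from 363 (without neon 63 replicate 2) to 626, and LET-dependent genes from 419 (without neon 80 replicate 2) to 1638 (without neon control replicate 3). The interaction passed 0 to 2 probes, the comparison of 50 with 22.5 keV μm-1 0 to 1, that of 80 with 63 keV μm-1 0, and that of the controls 0 to 823 (without neon control replicate 3). The cause was not tested.

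The interaction of OsPCNA did not have an adjusted p below 0.05 under any alternative run for it, with log2 values between 0.52 (all 6 controls) and 1.07 (slide as a fixed block) and adjusted p of at least 0.206. That of OsPARP3 was not either, with log2 values from 0.48 (without neon control replicate 1) to 1.13 (without carbon 22.5 replicate 3) and adjusted p of at least 0.654. At an unadjusted p below 0.05 from limma, the interaction of OsPCNA would pass in the fit reported, with the replicate block and with slide as a random block, and that of OsPARP3 at the probe of S3 Table with slide as a random block but not in the other 2 fits. Of 4340 values of named genes under the alternatives that were run for them, 4117 kept their side of the threshold, 157 were no longer called, 66 were called only under the alternative, and 0 changed sign with a call. Of the 4117, 40 had no call in either case and changed sign. The methods' t-test after adjustment removed 49 calls, among them every call at 22.5 keV μm-1, and limma fitted to the arrays of 1 comparison removed 16. Slide as a fixed block, the unadjusted limma p, no fold threshold and the summaries over all probes of a gene were not run for these values. Pairs of class and set past the threshold numbered 9, against 12 with sets from the unadjusted limma p and 13 with those of the methods' t-test. Genes past the interaction threshold in place of the LET-dependent set gave no value, since there were 0.

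Whether chance can be excluded was tested by other splits of the arrays. At each of the 4 LETs, 1 of 10 splits, the real one, gave as many genes, and 10 splits cannot exclude chance. The highest number of another split was 438 genes at 80 keV μm-1 and 0 at the other LETs. Between 50 and 22.5 keV μm-1 and between 80 and 63 keV μm-1, 10 of 10 splits gave at least the 0 probes called by limma, which any split does, so these splits decide nothing. For the LET-independent genes 1 of 100 splits gave as many, and for the LET-dependent genes 1 of 100, the next giving 357. These splits deal control and irradiated arrays anew within each ion, so they exclude chance for an effect of irradiation and not for a difference between LETs. When the ions were dealt anew among the 6 controls and among the 6 irradiated arrays at 22.5 and 80 keV μm-1, 24 of 100 splits gave at least the 1007 LET-dependent genes (median of the others 622, highest 4117), so chance was not excluded for a difference between these LETs. For the interaction, 100 of 100 of these splits gave at least 0 probes, which decides nothing, and 81 of 100 gave at least the 818 of the unadjusted p, so chance was not excluded. This design replaced an earlier one, within each ion, after its result was seen, which was 100 of 100 and 73 of 100. One of the later splits gave 13722 probes, so these splits carry deviations that arrays share.

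Signal over background limits the dim genes. Of the 1343, 2014, 1702 and 2393 probes called in the order of rising LET, 53, 81, 62 and 84 rose from a control not well above background, and 39, 45, 40 and 87 fell to a level not well above background.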

Differences from the paper's values

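Every alternative named here was planned and not chosen after the values were seen, except slide as a fixed block and the replicate block among irradiated arrays, which are not used here.

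Of 76 fold changes that the paper prints for genes at 2 hours, 1 differs. For the IR indicator Os02g0818900 at 50 keV μm-1 the paper's value in S2 Table is 118, and the value found here is 188, which is also the paper's value in Table 2. Among the alternatives set before the data were examined, the ratio to 118 was within the limit of 1.5 used here for a difference with normexp (90.3), slide as a random block (154), all 6 un-irradiated arrays as 1 control (164) and without carbon 50 replicate 2 (154). It was above that limit with quantile normalization, the 75th percentile over filtered probes, the log2 values of the authors, no filter, the stricter filter, 1 fit per comparison, the replicate block, scan date as a block, the methods' t-test and each of the other 17 arrays left out. The other fold changes differ by a ratio of at most 1.02. The 12 numbers of genes differ by ratios of 1.03 to 1.30, and with the methods' t-test and unadjusted p by at most 1.04.

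The paper lists OsPARP3 among the LET-dependent up-regulated genes. With limma it was not called at 80 keV μm-1, where the adjusted p was 0.060 at the probe of S3 Table and 0.0505 at the other probe. It was called there with the unadjusted p of limma at both probes, by the methods' t-test with unadjusted p, with the replicate block, with slide as a random block, with the stricter filter at the other probe, without neon control replicate 3, without carbon 22.5 replicate 3, and when adjusted over the list alone.

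The paper names several gene classes as enriched among LET-dependent down-regulated genes. Kinases and lectins were not past an adjusted exact p of 0.05 in Fisher's exact test with any of the sets tried. Transcription factors, sequence-specific DNA-binding families and storage proteins were past it with sets from the methods' t-test and not with those from limma, and sequence-specific DNA-binding families also with sets from the unadjusted limma p. For up-regulated genes, the paper names calcium binding and sequence-specific DNA binding for the LET-dependent and not for the LET-independent set. In the LET-independent set of limma the adjusted exact p was 0.019 for calcium-binding proteins and 0.0072 for sequence-specific DNA-binding families. Both were also past the threshold in the LET-independent sets from the methods' t-test and from the unadjusted limma p, and kinases were past it in the last of these. In the LET-dependent set the sequence-specific DNA-binding families were past the threshold with sets from the methods' t-test only. These classes come from descriptions and are not the terms of the paper.

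The paper's conclusions count more DNA-repair genes as regulated regardless of LET than were called at all 4 LETs here. Those called were 5 genes of S1 Table, and OsRad21-2 of Table 2 besides. With the methods' t-test after adjustment, 0 genes of any kind were called at all 4 LETs.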

Other observations

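The tests of slide, of low oxygen in the falls, of alpha-amylases and their inhibitors beside storage proteins, of the narrower lists of amylases and of low oxygen, of the axis within the arrays of each ion, and of the ratio of changes between LETs were chosen only after the result was seen.

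Arrays with the same replicate number within an ion tended to deviate from their group means together, and 1 axis held 48.6% of the variance of these deviations. A shared slide is argued against as the whole cause, since the 12 such pairs on different slides had a median correlation of 0.414. The median of the 6 pairs on 1 slide minus this was -0.0368. A further effect of slide is not excluded. With slide as a random block, the correlation of arrays on 1 slide was estimated at 0.58, and slide and replicate number largely go together. On that axis the 31 glutelin and prolamin genes had a median of -0.23, at percentile 0 of random lists, with 30 genes on 1 side. The arrays of each ion differ in this. Over the 9 C-ion arrays the median deviation of these genes had a correlation of -0.772 with the axis (-0.844 to -0.712 with 1 array left out), and over the 9 Ne-ion arrays one of 0.615 (0.499 to 0.703). Endosperm carried over with the embryo in differing amounts is therefore a candidate explanation for the C-ion arrays, and is argued against as what the arrays of both ions share on this axis. The list matched by the word alpha-amylase holds 9 amylases and 6 inhibitors of amylase, and its 15 genes had a median of -0.24, also at percentile 0. The 9 amylases alone had -0.27, at percentile 0.02, and the 6 inhibitors -0.18, at percentile 2.93. The median deviation of the 15 genes had a correlation of -0.945 with the axis over the C-ion arrays. Over the Ne-ion arrays it was -0.125 (-0.258 to 0.152 with 1 array left out), with 7 genes along the axis and 8 against. The pooled position of these genes was thus not seen in the Ne-ion arrays. The 45 photosynthesis genes had a median of 0.37, at percentile 100 and with 36 genes on 1 side, and their median deviation had a correlation with the axis of 0.935 over the C-ion and 0.946 over the Ne-ion arrays, so a difference in greening or stage between batches of seed is a candidate explanation for both. The 69 genes of the low oxygen list had a median of 0.12, at percentile 100, but 44 lay above 0 and 25 below. Their median deviation had a correlation with the axis of 0.798 over the C-ion and 0.826 over the Ne-ion arrays. As single genes lay on both sides, a difference in oxygen supply stays open. The highest log2 levels in these lists were 2.25, 4.58, 2.26 and 5.31, in the order given, and 0 genes were in more than 1 list. All listed genes had passed the filter in these embryos, so the embryo itself may express them. These explanations do not exclude each other, and no biological one was tested, since the design names none for replicates.

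Median log2 changes of the storage protein genes were positive in the C-ion and negative in the Ne-ion experiment. They were 1.11, 1.48, -0.25 and -0.72 in the order of rising LET. The 15 genes of amylases and their inhibitors moved the same way, with 0.22, 0.61, -0.28 and -0.38, and lay outside 95% of random lists at all 4 LETs. The 9 amylases alone had medians of 0.18, 0.37, -0.28 and -0.33, at percentiles of 97.9, 99.7, 0.36 and 0.57, which is also outside 95% of random lists at 4 LETs, though narrowly at 22.5 keV μm-1 with 6 genes above 0 and 3 below. The 6 inhibitors had 0.90, 1.00, -0.29 and -0.39, at percentiles of 100, 100, 6.3 and 4.46. Endosperm carried over with the embryo is a candidate explanation. Against the controls, carbon 22.5 replicate 2 had a median of -0.45 for the storage proteins, and neon 63 replicates 2 and 3 had 0.22 and 1.45, against the direction of their groups. The C-ion controls themselves deviated from their mean by medians of 2.29, -0.64 and -1.71, and the Ne-ion controls by -0.22, -0.40 and 0.78. Random lists of genes do not measure this spread between arrays. Of the 31 storage protein genes, limma called 0 at 22.5 keV μm-1 and 1 at each other LET, none as down-regulated. A response of these genes to irradiation stays open. The photosynthesis genes fell at all 4 LETs, by medians of -0.69, -0.81, -0.37 and -0.24. By array, their median was 0.22 on neon 80 replicate 3, against the direction of its group. It was only -0.07 on carbon 22.5 replicate 2 and -0.02 on carbon 50 replicate 2.

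The largest falls at 80 keV μm-1 were in Os07g0558900, Os03g0725200, Os08g0480400, Os05g0387300 and Os07g0604600, a member of the B12D family. Os05g0387300 was at least 33.6-fold lower at 80 keV μm-1 and at least 28.9-fold lower at 22.5 keV μm-1. Calls of these genes depended on single arrays. At 80 keV μm-1, without neon 80 replicate 2 the adjusted p from limma was 0.086 for Os07g0558900, 0.072 for Os03g0725200, 0.099 for Os08g0480400 and 0.13 for Os07g0604600, and other Ne-ion control or 80 keV μm-1 arrays left out removed calls of these 4 genes too. The call of Os05g0387300 at 22.5 keV μm-1 was lost without carbon control replicate 1 or 3 (adjusted p = 0.0502 and 0.053 from limma). Of the 5, the methods' t-test after adjustment called Os05g0387300 alone at 80 keV μm-1. Genes of the low oxygen list fell as a set at all 4 LETs, by medians of -0.14, -0.16, -0.20 and -0.19. These lay at percentiles of random lists of at most 0.27. Of the 69 genes, 20, 24, 20 and 21 rose in the order of rising LET. By array, the median was 0.02 on carbon 22.5 replicate 2 and 0.03 on carbon 50 replicate 2, against the direction of their groups. It was negative on the other irradiated arrays, though only -0.02 on neon 80 replicate 3. The words of the list also match dehydrogenases of other pathways. The 26 genes left without these had medians of -0.31, -0.21, -0.34 and -0.44, at percentiles of at most 0.26. A difference in oxygen supply between irradiated and un-irradiated seeds is therefore a candidate explanation of these falls, and a response to irradiation stays open.

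The genes called at 80 and not at 22.5 keV μm-1 mostly moved at 22.5 keV μm-1 as well, 97.7% of them in the same direction. A response at the lower LET that falls short of the thresholds is a candidate explanation for their absence there. Of these genes, 314 changed by more than 2-fold at 22.5 keV μm-1 and missed only the adjusted p, which a given unadjusted p passes more easily at 80 keV μm-1. In the up-regulated ones the Ne-ion control lay below the C-ion control by a median log2 difference of -0.25, with 75.8% of them lower, and the irradiated embryos differed by 0.40. In the down-regulated ones these medians were 0.21 and -0.28. As the genes were chosen for this pattern, a lower Ne-ion control cannot be told apart from a larger response at 80 keV μm-1. Both medians for the up-regulated genes contribute to a median interaction of 0.68.

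Changes at 80 keV μm-1 were larger than those at 22.5 keV μm-1 by a ratio of 1.25 over 975 probes called at 50 and 63 keV μm-1 (1.17 to 1.35 with 1 array left out). Within the C-ion experiment the ratio of 50 to 22.5 keV μm-1 was 1.07 over 1555 probes (0.982 to 1.14), and within the Ne-ion experiment that of 80 to 63 keV μm-1 was 1.23 over 1112 probes (1.15 to 1.33). A difference between the experiments plays no part in these last ratios. With the LETs dealt anew over their 6 arrays, 6 of 20 assignments gave as high a ratio in the C-ion and 2 of 20 in the Ne-ion experiment. An effect of LET was therefore not resolved within either by this test. These assignments ignored the replicate number, although irradiated arrays of the same number within an ion correlated. Assignments that keep such pairs were not run. For the ratio of 80 to 22.5 keV μm-1, an effect of LET and a difference between the experiments, with their controls, slides and scan days, cannot be told apart.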
